A study of Mus musculus with 21 samples. Its data were reported in "Chronic complement dysregulation drives neuroinflammation after traumatic brain injury: a transcriptomic study" (2021).

How the data were processed

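RNA from the right brain hemisphere of 21 male mice was measured by the study with the nCounter Mouse Neuroinflammation panel. There were 7 groups of 3 samples, each sample from a separate mouse: sham, PBS TBI on days 3, 7, and 28, and CR2-Crry TBI on days 3, 7, and 28. The sham procedure was limited to anesthesia and opening the scalp. CR2-Crry was given intravenously at 16 mg/kg 1 h after injury, and the day 28 groups received 3 more doses intraperitoneally, so the day 28 comparison differs from the others in dosing as well as in time.

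The deposited table held, per the labels, signal normalized by the authors in nSolver: background thresholding and scaling to housekeeping genes, on a linear scale with 2 decimals. All 757 probes and all 21 sample columns were read, and 0 columns were left unused. A gene symbol was taken only where the probe table paired 1 symbol with a probe, which held for 703 probes; 54 had none and keep their number. C3, Gfap, Clec7a, Cd68 and several other complement genes were not among the named probes and were not analysed here by name. Probes without a symbol were tested like the others and may measure such genes, and none was given a name. C6 lay under the filter.

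The unit was checked on the values. Each sample's values were whole multiples of 1 step within a tolerance of 0.0075 for at least 99.87% of probes. Steps ran from 0.78618 to 1.25475 and totals in steps from 750585 to 1023041 per sample. The lowest value was 2.14, or 2 steps, and the lowest value of a sample was repeated at most 3 times, so no background floor was seen. For that reason the fallback filter applied: a probe was tested if its value was over 20 in at least 3 of 21 samples, which left 740. At a value of 20 a sample holds about as many counted molecules, so changes of genes near the filter are the least precise.

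Values were taken to log2 with no pseudocount. Limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all 21 samples, with empirical Bayes moderation and a mean-variance trend, and p-values were adjusted by Benjamini-Hochberg over all tested genes per contrast. A gene was called at an adjusted p under 0.05, with no fold threshold. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 read the table and drew the figures. Errors beside log2 changes are standard errors of the contrast, and errors beside group means are SDs.

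The contrasts were PBS TBI against sham on each day, PBS TBI between days, CR2-Crry against PBS TBI on each day and averaged over days, CR2-Crry TBI against sham on each day, and the difference of the CR2-Crry effect between days. Genes called against sham on all 3 days in 1 direction were counted as an overlap, beside the count for independent lists and a simulation of unchanged groups that share the sham samples. Contrasts, their tests, gene lists and all alternatives but limma voom were chosen before the data were examined, and some tests of explanations were chosen after, as stated beside them.

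Gene lists were written from textbook knowledge, and the 23 with at least 5 tested members were used; the neutrophil list (1 tested) and the immediate early list (3 tested) were not used. For each list the members called higher, lower and not called were counted, also after adjusting over the list alone. Lists were tested with limma camera at an inter-gene correlation of 0.01 against the other tested panel genes, adjusted over the lists of a contrast, and again with an estimated correlation and with fry.

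Genes were named by a rule chosen before the data were examined. Against sham, these were the 12 highest and 8 lowest log2 changes among called genes whose 3 TBI samples all lay beyond all 3 sham samples. For treatment they were the 10 highest and 10 lowest called genes, filled to 5 per direction by the smallest p where fewer passed, and for time and for effects between days the 5 highest and 5 lowest. The complement list, the genes the study follows and up to 4 members of each list described were added. The contrasts in which list members are described were chosen after the results were seen, and not every gene under the rule is printed.

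Of the alternatives chosen beforehand 10 were run besides leaving out each replicate in turn: no trend in the moderation, only the groups of the contrast in the fit, sample weights, a test without moderation (Welch), adjusting only over genes with an unadjusted p under 0.05 as in the study's methods, log2 of the value plus 20, no filter, a mean of at least 50, centring each sample on the median log2 value, and the replicate number as a block. Adjusting only over genes under 0.05 calls each of them by construction. Rescaling to housekeeping genes was not run, since 0 of the panel's housekeeping genes were found by name and 5 were needed. Limma voom on counts recovered from the steps was added after the data were seen, and it takes the step as the authors' scaling, which was not tested.

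The fit was tested on simulated data with 740 genes, 200 of them changed, in 20 rounds. For the contrast of day 7 between CR2-Crry and PBS TBI, 82.5% of genes changed 1.5-fold, 96.4% of those changed 2-fold and 100% of those changed 4-fold were called, and 3.8% of calls were false. For the mean over days, with an effect on 1 day, 57.9%, 81.3% and 96.7% were called. The list test gave 2 calls in 20 unchanged rounds of 23 lists. Each simulated gene was drawn independently of the others, so these false rates do not cover genes that vary together. The shares called hold for 200 changed genes. They would be smaller with fewer changed genes, since the adjustment depends on how many p-values are small. Counts of called genes and lists were also compared with those of other splits of the samples.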

Results

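Gene expression was measured in the right brain hemisphere of male C57BL6J mice with the NanoString nCounter Mouse Neuroinflammation panel, a hybridization assay that counts molecules of a fixed set of transcripts with a color-coded probe for each. Mice received an open-head traumatic brain injury (TBI) by controlled cortical impact and were given either PBS as vehicle or CR2-Crry, and brains were collected 3, 7, or 28 days later. CR2-Crry is a fusion protein that joins a fragment of complement receptor 2, which binds C3 activation products at sites of injury, to the mouse complement inhibitor Crry, and it was given at 16 mg/kg. There were 21 samples in 7 groups of 3 mice: sham, PBS TBI on each of the 3 days, and CR2-Crry TBI on each of the 3 days. The sham mice were 12, 13 and 16 weeks old, while the mice of each injured group shared 1 age. The part of age in changes against sham was not tested. The panel held 757 probes, of which 740 were tested. No genomic coordinates apply to these probes here, and genes are given by their symbols; 54 probes had no symbol in the probe table and are given by their number, and which genes they measure, probe_652, probe_148 and probe_76 included, is left open.

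The deposited values were normalized counts. In each sample at least 99.87% of them were whole multiples of 1 step within a tolerance of 0.0075, and the totals in those steps ran from 750585 to 1023041 per sample. The step averaged 0.833 ± 0.0441 in sham (SD, n = 3) and 0.979 to 1.12 in the injured groups. The sample median over all probes was 247 ± 8.35 in sham, 382 ± 8.02 in PBS TBI on day 3, 413 ± 14.8 on day 7 and 311 ± 16.2 on day 28 (SD, n = 3). In CR2-Crry TBI it was 398 ± 22.7, 367 ± 3.23 and 317 ± 22.8 on the same days. Centring each sample on its median gene therefore moved the change of every gene against sham by −0.60 on day 3, −0.73 on day 7 and −0.34 on day 28 on the log2 scale. Changes against sham below are on the authors' scaling, and a gene that changed by less than that shift has a value below 0 once samples are centred.

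In a principal component analysis of the 740 tested genes, the first component held 66.7% of the variance and the second 14.7%. Sham samples lay between −23.24 and −20.97 on the first component. PBS TBI samples lay between 6.68 and 8.38 on day 3, between 8.23 and 11.86 on day 7 and between −5.21 and −1.02 on day 28. CR2-Crry samples of day 7 lay between 3.03 and 4.68, below all PBS samples of that day, while those of day 3 (5.09 to 9.41) and day 28 (−6.44 to −0.01) overlapped with their PBS counterparts.

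**Figure D1:**
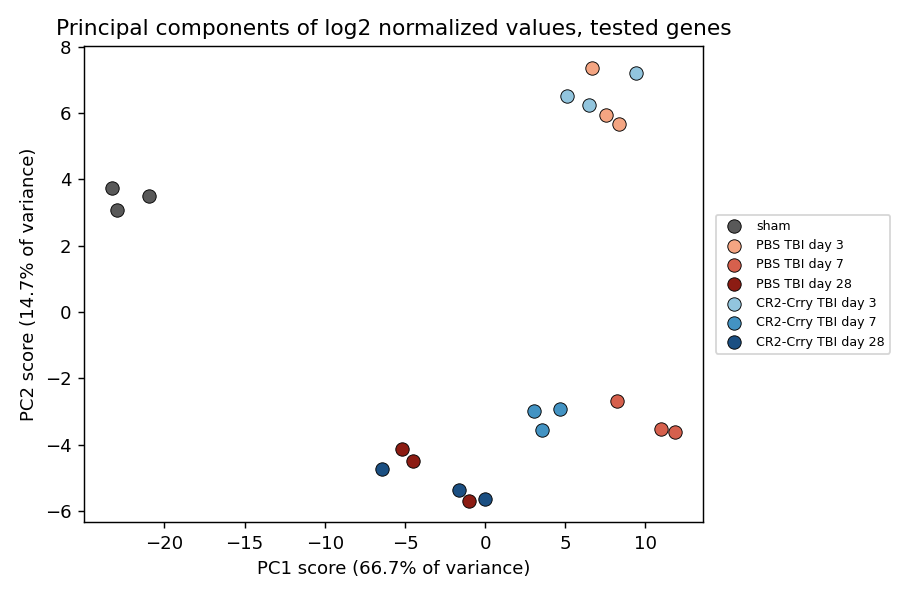
Principal component analysis of log2 normalized counts; each point is 1 sample, and the axes give the scores on the first (66.7% of the variance) and second (14.7%) components. Sham samples sit at or below −20.97 on the first component, and the CR2-Crry samples of day 7 (3.03 to 4.68) sit below the PBS samples of day 7 (8.23 to 11.86).

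The first question was how the injured hemisphere differed from sham on day 3. The largest increase was in Tgm1, a transglutaminase used as a marker of reactive astrocytes, which was 70.2-fold higher in PBS TBI than in sham (log2 change 6.13, SE 0.27, n = 3 per group, limma adjusted p = 9.12e-13). Hmox1, which encodes the haem-degrading enzyme heme oxygenase 1, was 32.2-fold higher (log2 5.01, SE 0.17, adjusted p = 3.32e-14), and the monocyte chemoattractant Ccl2 was 24.6-fold higher (log2 4.62, SE 0.30, adjusted p = 9.21e-11). Genes of the reactive astrocyte response rose as well: Timp1, an inhibitor of matrix metalloproteinases, 17.4-fold, the serine protease inhibitor Serpina3n 16.2-fold and the intermediate filament Vim 14.4-fold. The scavenger receptor Msr1 rose 17.0-fold and the stress-induced transcription factor Atf3 11.1-fold. Genes of neurons fell, led by the activity-regulated genes Arc (log2 change −2.43, SE 0.28, adjusted p = 3.32e-07), Egr1 (−1.70) and Fos (−1.62), and by the neurotrophin Bdnf (−1.39, SE 0.11, adjusted p = 2.01e-09).

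Among the gene lists on day 3, all 9 tested complement genes were higher, led by the anaphylatoxin receptor C3ar1 (log2 3.34), C4a (2.66), the second anaphylatoxin receptor C5ar1 (2.46) and the C1q subunit C1qc (2.38); C1qa was 4.69-fold higher, while the CR4 subunit Itgax (0.98) and the C1 inhibitor Serping1 (1.27) rose less. Adjusted over the list alone, the count was also 9. The median complement gene rose by 2.23 (camera adjusted p = 0.001, adjusted p = 0.383 with an estimated correlation). Lysosome and phagocytosis genes followed, with 19 of 23 higher and 4 not called (camera adjusted p = 3.14e-05), among them Tyrobp (2.64) and Tlr2 (2.59). All 10 pan-reactive astrocyte genes (0.0181), 9 of 11 A2 astrocyte genes with 1 lower (0.0431), all 8 genes of disease-associated microglia (0.0333) and all 5 of antigen presentation (0.037) were higher. Of homeostatic microglial genes, 9 of 10 were higher and 1 lower (0.0129), with Fcrls at 2.46 and Cx3cr1 at 1.54. Interferon response genes were higher in 16 of 17 cases (0.00856), and cell cycle genes in 10 of 14 (0.0431), with the topoisomerase Top2a at 3.33 and the ribonucleotide reductase subunit Rrm2 at 3.00. The 29 neuron and synapse genes held 19 lower, 10 not called and none higher (median −0.26, camera adjusted p = 1.13e-13, adjusted p = 0.0807 with an estimated correlation), such as the synaptic scaffold Homer1 (−0.91) and the glutamate receptor subunit Grin2a (−0.87). Rbfox3, Bdnf, Homer1, Grin2b, Dlg4, Nrgn and other members of that list, and several astrocyte genes, were named by the study from these samples, so their counts are not independent evidence of direction. T and NK cell genes held 2 higher and 1 lower of 12 (1 and 1 adjusted over the list alone), the lower one being the T cell receptor chain Cd3g (−1.03), and tended below the other genes (camera adjusted p = 0.0431). With an estimated correlation no list passed on day 3: the adjusted p was 0.391 for the interferon response and 0.383 for the other lists just named that rose and for T and NK cell genes. With median-centred samples the genes called higher were 8 complement, 8 pan-reactive astrocyte, 4 disease-associated microglia, 4 antigen presentation (1 lower), 7 homeostatic microglia (1 lower), 9 A2 astrocyte (2 lower), 13 interferon response (2 lower), 16 lysosome (3 lower) and 9 cell cycle genes (4 lower), and 7 T and NK cell genes were lower and none higher.

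Lists that did not pass on day 3 still held called genes. Monocyte and macrophage genes were higher in 7 of 8 cases (camera adjusted p = 0.119), cytokine and chemokine genes in 14 of 22 with 1 lower (0.491), and A1 astrocyte genes in 5 of 8 with 1 lower (0.491). Homeostatic astrocyte genes were higher in 6 of 7 cases (0.119). Stress and haem response genes were higher in 12 of 16 with 1 lower (0.157), apoptosis genes in 15 of 27 with 1 lower (0.491), and NF-kB and toll-like receptor genes in 13 of 20 with 1 lower (0.491), but the medians of these 3 lists turned below 0 with median-centred samples (−0.035, −0.15 and −0.189). The same flip held for oligodendrocyte genes (10 higher and 1 lower of 14, camera adjusted p = 0.69, centred median −0.156), endothelial and barrier genes (5 and 2 of 10, 0.767, −0.191), DNA repair genes (14 and 0 of 29, 0.941, −0.285) and B cell genes (1 and 0 of 6, 0.512, −0.55). Chromatin regulators held 8 higher and 12 lower of 54 (11 lower adjusted over the list alone), a median of −0.02, 0 higher and 52 lower with median-centred samples, and a camera test below the other genes (adjusted p = 0.00011, adjusted p = 0.383 with an estimated correlation).

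In all, 480 of 740 genes differed from sham on day 3, 382 higher and 98 lower (79.6% higher), and 189 by more than 2-fold. With median-centred samples 583 differed, 196 higher and 387 lower (33.6% higher), among them all 29 neuron and synapse genes as lower. Under both scalings 367 genes were called, counted without regard to direction. Some of these were called in opposite directions, since only 196 were higher when centred and only 98 were lower on the authors' scaling. The groups did not overlap for 68.9% of genes, where chance gives 10%. Lcn2, a secreted acute-phase protein, was called with a large error (log2 2.91, SE 1.00, adjusted p = 0.0154) and overlapping groups, because sham replicate 3 had 2687 normalized counts against 34.6 and 168 in the other sham samples. The Lcn2 change was 1.48 and not called without sham replicate 1 (adjusted p = 0.144). It was also not called without sham replicate 2 or PBS TBI day 3 replicate 2, and it was 4.62 without sham replicate 3. All other genes named by value for day 3 had their 3 TBI samples beyond all 3 sham samples.

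On day 7 the complement and interferon lists had their highest medians of the 3 days (2.71 and 2.01). The largest changes were those of the unnamed probe_652 (45.7-fold) and probe_148 (40.1-fold). Serpina3n was 19.8-fold higher than in sham (log2 4.31, SE 0.21, n = 3 per group, adjusted p = 1.5e-12), the interferon-induced chemokine Cxcl10 19.6-fold (4.29, SE 0.22, adjusted p = 2.05e-12), and Tgm1 28.4-fold (4.83, SE 0.27, adjusted p = 7.75e-12). Among complement genes C3ar1 was 13.5-fold higher (SE 0.16, adjusted p = 3.42e-13), C4a 11.3-fold (SE 0.14, adjusted p = 1.99e-13) and C1qa 7.64-fold (SE 0.14, adjusted p = 9.61e-13). Trem2, a lipid-sensing receptor of microglia, rose 10.2-fold, the macrophage elastase Mmp12 14.1-fold, the T cell chemoattractant Ccl5 14.3-fold, and the lipid carrier Apoe 4.08-fold. Arc (log2 change −2.54, SE 0.28, adjusted p = 1.6e-07) and Bdnf (−1.40, SE 0.11, adjusted p = 1.44e-09) were lower, as was Ttr, the thyroid hormone carrier made by the choroid plexus (−1.67, SE 0.36, adjusted p = 0.000474, and −0.99 without PBS TBI day 7 replicate 2).

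All 9 complement genes, all 8 genes of disease-associated microglia, all 10 pan-reactive astrocyte genes and all 17 interferon response genes were higher on day 7 (camera adjusted p = 0.000228, 0.000843, 0.0306 and 0.00016), as were 22 of 23 lysosome and phagocytosis genes (6.9e-06), and the counts adjusted over the list alone were equal. Homeostatic microglial genes held 8 higher and 1 lower of 10 (0.0306). Neuron and synapse genes held 18 lower, 1 higher and 10 not called (median −0.29, camera adjusted p = 3.04e-14), with the glutamate receptor subunit Grin2b at −0.51 and the postsynaptic protein Nrgn at −0.47. With an estimated correlation the adjusted p was 0.0694 for neuron and synapse genes, 0.485 for complement, disease-associated microglia and lysosome genes, and 0.511 for the other 3. Chromatin regulators held 13 higher and 4 lower of 54 with a median of 0.04, which turned to −0.688 with median-centred samples (0 higher and 51 lower), and their camera test pointed below the other genes (adjusted p = 0.00403, adjusted p = 0.511 with an estimated correlation). Lists that did not pass were antigen presentation (4 higher of 5, 0.0696), monocyte and macrophage (7 of 8, 0.196), A1 astrocyte (5 of 8, 0.355), A2 astrocyte (9 higher and 1 lower of 11, 0.363) and cytokine and chemokine genes (15 and 1 of 22, 0.366). Several other lists had a median above 0 that turned below 0 with median-centred samples and did not pass: homeostatic astrocyte (7 higher of 7, 0.105), oligodendrocyte (11 and 1 of 14, 0.517), cell cycle (9 of 14, 0.583), stress and haem response (13 and 1 of 16, 0.295), apoptosis (19 and 1 of 27, 0.366), NF-kB and toll-like receptor (15 of 20, 0.181), endothelial and barrier (3 and 1 of 10, 0.295), DNA repair (12 and 1 of 29, 11 and 1 adjusted over the list alone, 0.366), T and NK cell (2 of 12, 1 adjusted over the list alone, 0.196) and B cell genes (2 of 6, 0.445).

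In all, 494 of 740 genes differed from sham on day 7, 424 higher and 70 lower (85.8% higher), and 201 by more than 2-fold. With median-centred samples 595 differed, 192 higher and 403 lower (32.3% higher), among them all 29 neuron and synapse genes as lower. Called higher were then 9 complement, 8 disease-associated microglia, 7 pan-reactive astrocyte, 15 interferon response (1 lower), 17 lysosome (2 lower) and 8 homeostatic microglia genes (2 lower). The groups did not overlap for 72.2% of genes, where chance gives 10%, and they did not overlap for the genes named by value.

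On day 28 the largest changes were those of the unnamed probe_76 (30.6-fold) and probe_148 (21.9-fold). Serpina3n was 12.3-fold higher than in sham (log2 3.63, SE 0.21, n = 3 per group, adjusted p = 1.63e-10), Tgm1 11.9-fold (3.57, SE 0.27, adjusted p = 3.05e-09) and Mmp12 8.73-fold (3.13, SE 0.30). C4a was 6.3-fold higher (SE 0.14, adjusted p = 2.17e-11) and Itgax 5.99-fold (2.58, SE 0.18, adjusted p = 2.13e-09), the 2 highest of the 9 tested complement genes, and the metalloreductase Steap4 was 5.77-fold higher (2.53, SE 0.42, adjusted p = 4.69e-05). Hmox1 was still 1.88-fold higher (0.91, SE 0.17, adjusted p = 0.000144). Arc (log2 change −2.82, adjusted p = 1.59e-07), Fos (−2.38), Egr1 (−1.88) and Bdnf (2.00-fold lower, SE 0.11, adjusted p = 5.21e-07) were lower.

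All 9 complement genes (median log2 1.71) and all 8 genes of disease-associated microglia (1.74) were higher on day 28 (camera adjusted p = 3.89e-05 and 3.91e-05), as were 20 of 23 lysosome and phagocytosis (3.38e-06), 9 of 10 pan-reactive astrocyte (0.005), 16 of 17 interferon response (0.005) and 8 of 10 homeostatic microglial genes (0.0351). Counts adjusted over the list alone were equal, except that 1 homeostatic microglial gene was then also called lower. Neuron and synapse genes held 13 lower, 1 higher and 15 not called (median −0.16, camera adjusted p = 1.67e-10), with Rbfox3, which encodes the neuronal marker NeuN, at −0.29 and the postsynaptic scaffold Dlg4 at −0.23. The adjusted p with an estimated correlation was 0.442, 0.414, 0.443 and 0.198 for complement, disease-associated microglia, lysosome and neuron genes, and 0.567 for the other 3. Chromatin regulators held 8 higher and 6 lower of 54 (6 and 4 adjusted over the list alone) with a median of 0.01, which turned to −0.334 with median-centred samples (0 higher and 45 lower), and their camera test pointed below the other genes (adjusted p = 0.00141, adjusted p = 0.567 with an estimated correlation). Lists that did not pass were cytokine and chemokine (13 higher and 1 lower of 22, 14 and 1 adjusted over the list alone, 0.193), A1 astrocyte (5 and 1 of 8, 0.457), A2 astrocyte (9 and 1 of 11, 0.193), antigen presentation (4 and 1 of 5, 0.133), monocyte and macrophage (6 of 8, 0.321), T and NK cell (2 of 12, none adjusted over the list alone, 0.774) and B cell genes (3 of 6, 0.879). Another 8 lists that did not pass had a median above 0 that turned below 0 with median-centred samples: homeostatic astrocyte (4 of 7, 0.225), oligodendrocyte (5 and 1 of 14, 0.422), endothelial and barrier (1 and 1 of 10, 0.191), cell cycle (5 and 1 of 14, 0.598), DNA repair (8 of 29, 4 adjusted over the list alone, 0.774), stress and haem response (7 and 2 of 16, 0.8), apoptosis (16 of 27, 17 adjusted over the list alone, 0.457) and NF-kB and toll-like receptor genes (11 and 1 of 20, 12 and 1 adjusted over the list alone, 0.598).

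In all, 389 of 740 genes differed from sham on day 28, 329 higher and 60 lower (84.6% higher), and 93 by more than 2-fold. With median-centred samples 438 differed, 157 higher and 281 lower (35.8% higher), among them 25 neuron and synapse genes as lower, and as higher 8 complement, 8 disease-associated microglia, 8 pan-reactive astrocyte, 10 interferon response (1 lower), 15 lysosome (1 lower) and 6 homeostatic microglia genes (1 lower). With the test without moderation 229 differed. The groups did not overlap for 61.9% of genes, where chance gives 10%; they did overlap for Lcn2 (log2 2.76, adjusted p = 0.0273), the lipid scavenger receptor Cd36 (0.60, adjusted p = 0.0277), C5ar1 (0.54, adjusted p = 0.0209) and Cd14 (1.08, adjusted p = 0.0129), and these 4 calls and that of Lrrc3 were each lost when 1 of several samples was left out.

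**Figure D2:**
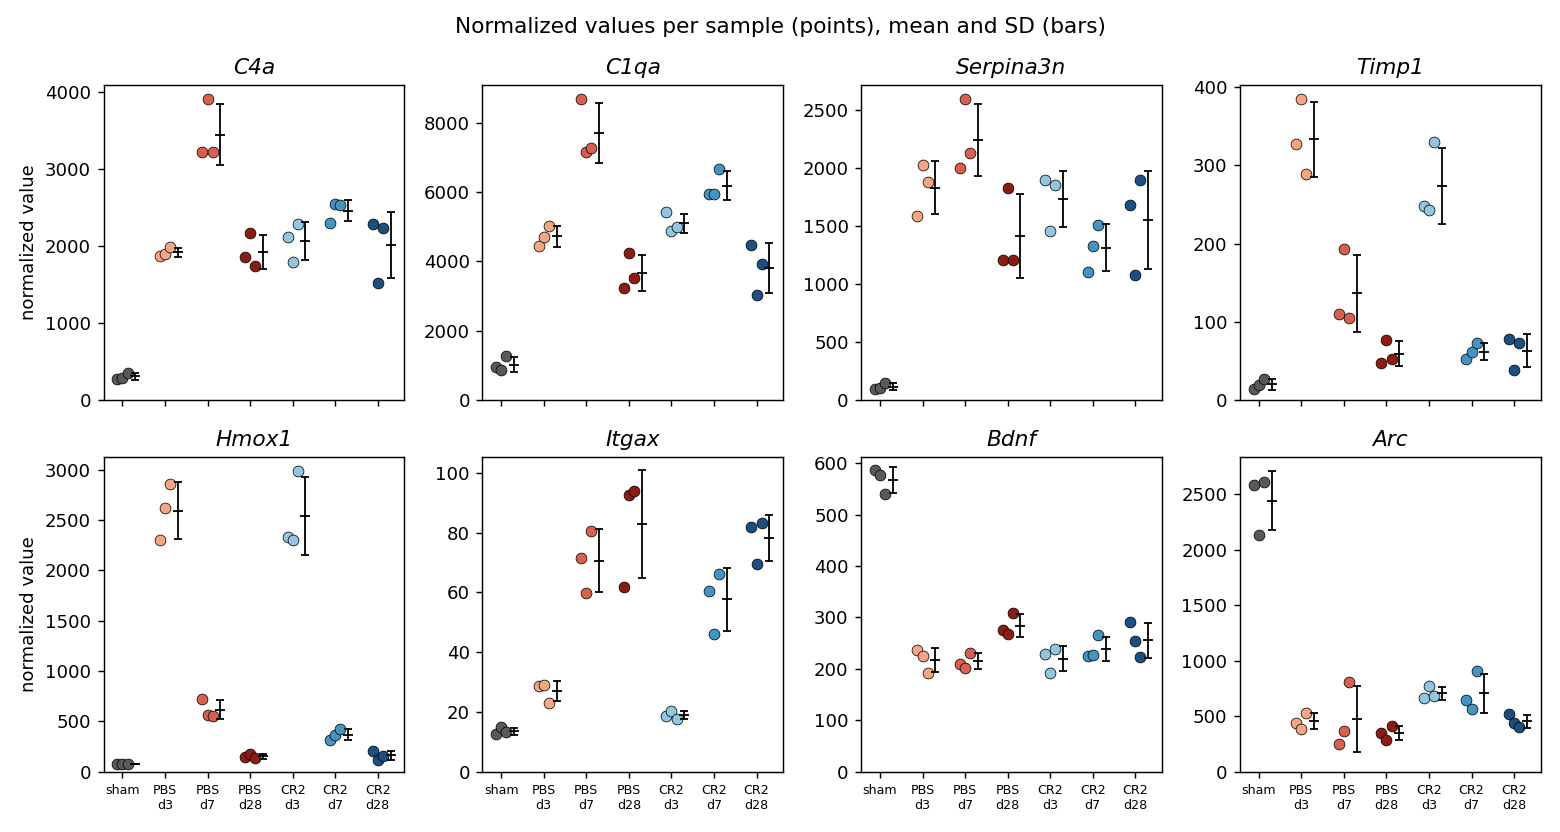
Normalized counts of C4a, C1qa, Serpina3n, Timp1, Hmox1, Itgax, Bdnf and Arc in all 21 samples by group, on a linear axis. Each point is 1 sample, and bars give the mean ± SD of 3 samples. Against sham, C4a was 11.3-fold higher in PBS TBI on day 7 and 6.3-fold higher on day 28, while Bdnf was lower on each day (log2 change −1.39 on day 3 and −1.40 on day 7).

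Changes that lasted were examined as the overlap of the 3 days. There were 322 genes that differed from sham on all 3 days in 1 direction, 279 higher and 43 lower, among them all 9 complement genes and, among the lower ones, Bdnf, Homer1, Grin2b, Nrgn, Dlg4, Rbfox3 and the neuronal chemokine Cx3cl1 (log2 −0.74, −0.68 and −0.48 on days 3, 7, and 28), whose receptor Cx3cr1 was higher throughout (1.54, 1.95 and 1.18). With median-centred samples the count was 397, 132 higher and 265 lower. Independent lists of these sizes would share 97.3 higher and 0.8 lower genes, and simulated unchanged groups against the same sham samples shared at most 0 in 100 rounds. That simulation held no changed genes, so almost none could be called in it. It cannot measure how much of the overlap comes from the shared sham samples. Part of the excess may come from the shared sham samples, since 3 sham samples cannot be split into parts of at least 2. St3gal6, a sialyltransferase, and Lrrc3, a leucine-rich repeat protein, were among the genes higher on all 3 days on the authors' scaling, and with median-centred samples both had a value below 0 on all 3 days, called lower on days 3 and 7 but not on day 28 (adjusted p = 0.208 for Lrrc3 and 0.491 for St3gal6).

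**Figure D3:**
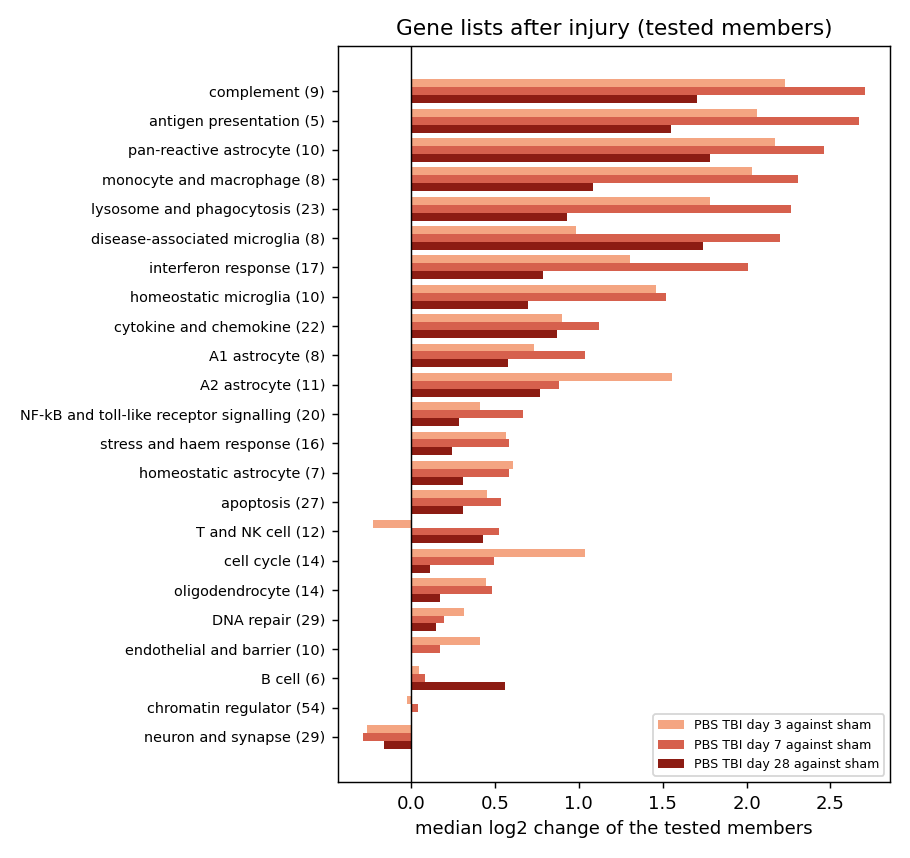
Median log2 change against sham of the tested members of 23 gene lists (number of members in parentheses) in PBS TBI on days 3, 7, and 28, with 1 bar per day and 3 samples per group. Complement genes had medians of 2.23, 2.71 and 1.71 and neuron and synapse genes −0.26, −0.29 and −0.16, and bars of lists such as oligodendrocyte (0.45, 0.49 and 0.18) turn below 0 with median-centred samples.

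The next question was when changes peaked within the PBS TBI groups. These mice were 12, 13 and 16 weeks old on days 3, 7, and 28, so age moved with day, and its part in the changes between days was not tested. From day 3 to day 7, Ccl5 rose 5.06-fold (log2 2.34, SE 0.34, n = 3 per group, adjusted p = 4.64e-05), the lysosomal protease inhibitor Cst7 3.87-fold (SE 0.25, adjusted p = 1.31e-05), Cxcl10 3.63-fold (SE 0.22, adjusted p = 9.57e-06), Apoe 2.82-fold (SE 0.12, adjusted p = 5.45e-08) and Itgax 2.61-fold. Hmox1 fell by 2.08 (SE 0.17, adjusted p = 5.45e-08), Rrm2 by 1.57 (SE 0.18, adjusted p = 8.34e-06), Timp1 by 1.34 and Tgm1 by 1.30 on the log2 scale. Complement genes rose in 6 of 9 cases (7 adjusted over the list alone, camera adjusted p = 0.00604), such as C4a (0.84) and C1qa (0.70), genes of disease-associated microglia in 8 of 8 (8.34e-07), interferon response genes in 10 of 17 (7.67e-05), with Irf7 at 1.59, and lysosome genes in 15 of 23 with 2 lower (17 and 2 adjusted over the list alone, 0.00604). Their adjusted p with an estimated correlation was 0.559, 0.121, 0.496 and 0.668. A2 astrocyte genes fell in 7 of 11 cases (8 adjusted over the list alone) and cell cycle genes in 8 of 14 (9 adjusted over the list alone), and both lists also passed with an estimated correlation (adjusted p = 0.0273 for each). Endothelial and barrier genes (2 of 10 lower, 0.0253) and DNA repair genes (3 of 29 lower, none adjusted over the list alone, 0.00803) lay below the other genes (adjusted p = 0.496 and 0.513 with an estimated correlation).

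Between days 3 and 7, 186 genes differed, 137 higher and 49 lower (73.7% higher). Centring samples moved every change by −0.13, and 172 genes then differed, 66 higher and 106 lower (38.4% higher). Higher were then 6 complement, 7 disease-associated microglia, 10 interferon response (2 lower) and 9 lysosome genes (2 lower), and lower were 8 A2 astrocyte, 9 cell cycle, 4 endothelial and 6 DNA repair genes. The test without moderation called 1, against 202 at an unadjusted p under 0.05, and 123 genes differed without PBS TBI day 7 replicate 2.

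From day 7 to day 28 most of the called genes fell on the authors' scaling, among them some that had already fallen from day 3 to day 7, such as Hmox1. Cxcl10 fell by 2.33 on the log2 scale (SE 0.22, n = 3 per group, adjusted p = 1.26e-07), the nucleic acid sensor Zbp1 by 2.24 (SE 0.26, adjusted p = 1.06e-06), the interferon regulatory factor Irf7 by 2.08 (SE 0.19, adjusted p = 1.26e-07), Hmox1 by 2.02 (SE 0.17, adjusted p = 6.15e-08), C5ar1 by 1.74 (SE 0.19, adjusted p = 6.07e-07) and C3ar1 by 1.71 (SE 0.16, adjusted p = 1.26e-07). Ttr rose 4.01-fold (log2 2.00, SE 0.36, adjusted p = 0.000182, and log2 1.32 without PBS TBI day 7 replicate 2), and Bdnf rose by 0.40 (adjusted p = 0.00631). Itgax was the 1 complement gene that was not called (log2 0.22, adjusted p = 0.366), while the other 8 fell (camera adjusted p = 0.00258). Genes of disease-associated microglia fell in 7 of 8 cases (0.0254), homeostatic microglial genes in 8 of 10 with 1 higher (0.00691), interferon response genes in 16 of 17 (2.57e-06), antigen presentation genes in 5 of 5 (0.025) and lysosome and phagocytosis genes in 20 of 23 (1.75e-06), with equal counts adjusted over the list alone. Neuron and synapse genes rose in 8 of 29 cases with 1 lower (7 and 0 adjusted over the list alone, 2.16e-08), and T and NK cell genes lay above the other genes with none of 12 called (median 0.21, camera adjusted p = 0.0226). With an estimated correlation the adjusted p was 0.45 for complement, microglial and antigen presentation genes, 0.384 for neuron genes and 0.407 for the other 3.

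Between days 7 and 28, 334 genes differed, 45 higher and 289 lower (13.5% higher). Centring samples moved every change by 0.39, and 471 genes then differed, 346 higher and 125 lower (73.5% higher), with 28 neuron and synapse and 4 T and NK cell genes higher. Lower were then 7 complement (1 higher), 4 disease-associated microglia (1 higher), 7 homeostatic microglia (2 higher), 11 interferon response, 3 antigen presentation (1 higher) and 14 lysosome genes (2 higher). The lists just named kept the sign of their medians, and the test without moderation called 131.

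From day 3 to day 28, Hmox1 fell by 4.10 (SE 0.17, n = 3 per group, adjusted p = 1.21e-12), Top2a by 3.02, Rrm2 by 2.93, Msr1 by 2.61, Tgm1 by 2.56 and Timp1 by 2.53 on the log2 scale. Itgax rose 3.03-fold (SE 0.18, adjusted p = 1.47e-06), the inhibitory receptor Lag3 by 1.17 on the log2 scale (adjusted p = 1.19e-06), Cd3g by 1.13 (adjusted p = 0.000405), Cst7 by 1.11 (adjusted p = 0.00147) and Apoe by 0.96, and Steap4 was not called (0.62, adjusted p = 0.238). Cell cycle genes fell in 10 of 14 cases (11 adjusted over the list alone, camera adjusted p = 0.000266), A2 astrocyte genes in 8 of 11 (10 lower and 1 higher adjusted over the list alone, 0.00482), homeostatic microglial genes in 9 of 10 with 1 higher (0.00294), lysosome genes in 15 of 23 with 1 higher (0.00236) and stress and haem response genes in 10 of 16 with 1 higher (0.0353). Neuron and synapse genes rose in 13 of 29 cases (5.2e-07), T and NK cell genes in 2 of 12 (0.00496), and chromatin regulators in 12 of 54 with 5 lower (8 and 4 adjusted over the list alone, 0.00482). The adjusted p of these lists with an estimated correlation ran from 0.236 to 0.563.

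Between days 3 and 28, 332 genes differed, 101 higher and 231 lower (30.4% higher), against 298 higher and 127 lower (70.1% higher) once centring moved every change by 0.26, with 25 neuron and synapse genes, 43 chromatin regulators and 8 T and NK cell genes then higher. Lower were then 9 cell cycle (1 higher), 6 A2 astrocyte (1 higher), 7 homeostatic microglia (1 higher), 10 lysosome (4 higher) and 5 stress and haem response genes (4 higher). C4a was level on the authors' scaling (log2 −0.00, adjusted p = 0.992) and higher when centred, and the test without moderation called 114.

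The effect of complement inhibition was read from CR2-Crry TBI against PBS TBI on the same day. On day 7, 53 genes were lower and 2 higher in CR2-Crry TBI. Timp1 fell by 1.09 (SE 0.29, n = 3 per group, limma adjusted p = 0.0361), Msr1 by 0.89 (SE 0.21, adjusted p = 0.0225), the MHC class II invariant chain Cd74 by 0.88 (SE 0.24, adjusted p = 0.0368), the lysosomal thiol reductase Ifi30 by 0.83 (SE 0.15, adjusted p = 0.0111), C5ar1 by 0.82 (SE 0.19, adjusted p = 0.0218), Serpina3n by 0.77 (SE 0.21, adjusted p = 0.0383) and Hmox1 by 0.74 (SE 0.17, adjusted p = 0.0218) on the log2 scale. The triggering receptor Trem1, Vim, C3ar1, C4a and Cx3cr1 fell by 1.02, 0.58, 0.58, 0.48 and 0.34, and the unnamed probe_652 by 1.36 (SE 0.25, adjusted p = 0.0111). The 2 genes that rose were Ttr, 2.87-fold (log2 1.52, SE 0.36, adjusted p = 0.027), which was not called without PBS TBI day 7 replicate 2 (log2 0.84, adjusted p = 0.0667), and the mitochondrial gene Bnip3 (log2 0.14, SE 0.04, adjusted p = 0.0387).

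Complement genes fell in 3 of 9 cases on day 7 (8 adjusted over the list alone, median −0.36, camera adjusted p = 0.00543). The members not called were Serping1 (−0.48, adjusted p = 0.0625), C1qc (−0.35, adjusted p = 0.0875), C1qb (−0.36, adjusted p = 0.114), C1qa (−0.31, adjusted p = 0.149), the CR3 subunit Itgam (−0.32, adjusted p = 0.159) and Itgax (−0.30, adjusted p = 0.3). Pan-reactive astrocyte genes fell in 3 of 10 cases (6 adjusted over the list alone, 0.0133), lysosome and phagocytosis genes in 3 of 23 (16, 0.00526), antigen presentation genes in 2 of 5 (4, 0.0273) and interferon response genes in 3 of 17 (4, 0.0325), where the second number is again adjusted over the list alone. Disease-associated microglia had none of 8 called (7 lower adjusted over the list alone, 0.0209), with Trem2 at −0.33 (adjusted p = 0.0654). Neuron and synapse genes lay above the other genes with none of 29 called (median 0.05, camera adjusted p = 2.88e-08), with Bdnf at 0.16 (adjusted p = 0.381), and so did oligodendrocyte genes with none of 14 called (median 0.02, camera adjusted p = 0.0115), while 7 neuron and synapse and 3 oligodendrocyte genes were called higher with median-centred samples. Centring left 2 complement, 2 antigen presentation, 3 pan-reactive astrocyte, 1 interferon response and 1 lysosome gene called lower, and made 1 lysosome gene and 6 chromatin regulators called higher. With an estimated correlation the adjusted p was 0.4 for neuron genes, 0.599 for the interferon response and 0.495 for the other 6. The A1 list held 1 lower of 8 (3 adjusted over the list alone, 0.219) and the A2 list 1 lower of 11 (0.446). Monocyte and macrophage genes held 1 lower of 8 (4 adjusted over the list alone, 0.111) and homeostatic microglial genes 3 lower of 10 (5 adjusted over the list alone, 0.259). Fcgr2b (−0.69, adjusted p = 0.0525), Tgm1 (−0.68, adjusted p = 0.115), Steap4 (−1.10, adjusted p = 0.101), Lcn2 (−2.03, adjusted p = 0.192), Apoe (−0.32, adjusted p = 0.101), St3gal6 (−0.20, adjusted p = 0.0765) and Lrrc3 (−0.11, adjusted p = 0.385) did not pass.

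In all, 55 genes differed on day 7, 2 higher and 53 lower (3.6% higher), against 211 at an unadjusted p under 0.05, which by construction is also the count when adjusting only over those genes. The count depended on single samples: it was 8, 1 and 86 without PBS TBI replicates 1, 2 and 3, and 4, 0 and 6 without CR2-Crry replicates 1, 2 and 3, and the test without moderation called 0 (127 at an unadjusted p under 0.05). Centring samples moved every change by 0.17, and 87 genes then differed, 63 higher and 24 lower (72.4% higher); all 53 lower genes stayed below 0 and 23 of them were still called. The groups did not overlap for 33.5% of genes, where chance gives 10%, and they overlapped for 2 called list members, Egfr and Ikbke.

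**Figure D4:**
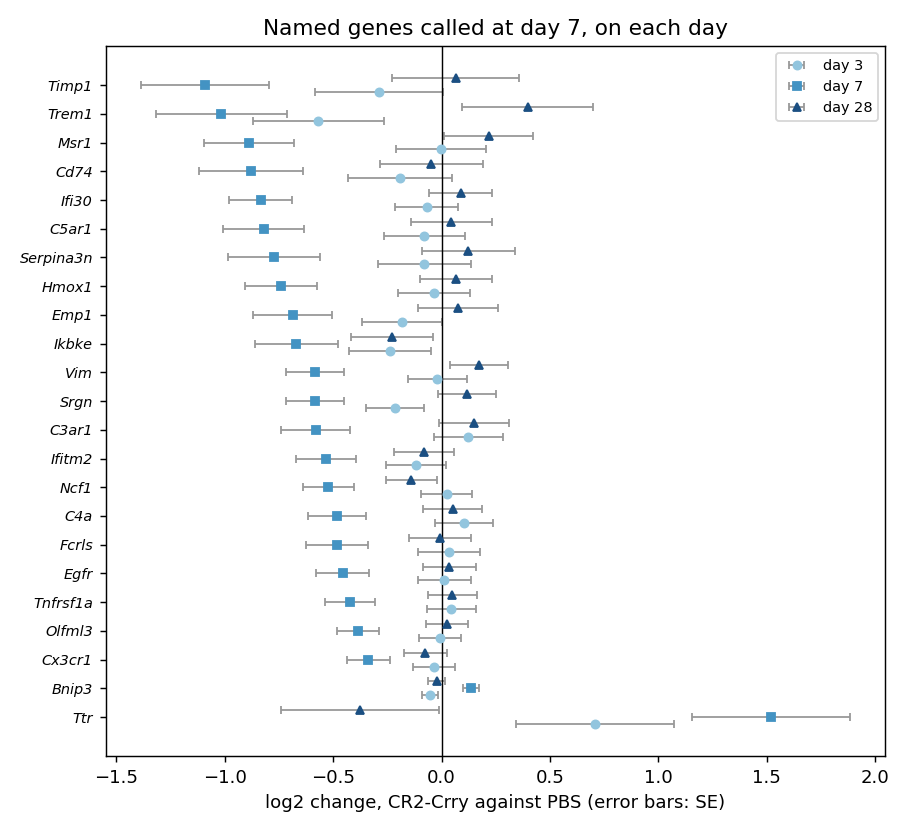
Log2 change of CR2-Crry TBI against PBS TBI on days 3, 7, and 28 for 23 named genes called on day 7, with points for the estimate and bars for ± 1 SE (3 samples per group). On day 7 Timp1 stands at −1.09 and Ttr at 1.52, while C4a stands at 0.10 on day 3 and 0.05 on day 28; with median-centred samples each day 7 value lies 0.17 higher.

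On days 3 and 28 limma called 0 genes between CR2-Crry and PBS TBI, against 27 and 15 at an unadjusted p under 0.05, and the test without moderation also called 0 on both days (23 and 18 at an unadjusted p under 0.05). C4a differed by 0.10 and 0.05, C1qa by 0.11 and 0.05 and Serpina3n by −0.08 and 0.12 on days 3 and 28 (adjusted p = 0.999 for each). The smallest p-values on day 3 were those of Irak2 (log2 0.31, adjusted p = 0.496), Creb1 (0.20), Tmem144 (0.32), Ccl7 (−0.55) and S1pr4 (−0.74, adjusted p = 0.935 for each of these 4), and on day 28 those of Nfe2l2 (0.34), Il3ra (−0.53), Ltb (0.62), Tgfa (0.16) and Cd40 (0.43), each at an adjusted p of 0.999. No gene list passed on day 3. On day 28 neuron and synapse genes lay below the other genes (camera adjusted p = 0.00414) and cytokine and chemokine genes above them (0.0208), with 0 members called at the gene level and an adjusted p of 0.697 with an estimated correlation. The groups did not overlap for 9.7% of genes on day 3 and 6.6% on day 28, where chance gives 10%.

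Averaged over the 3 days, limma again called 0 genes, with 65 at an unadjusted p under 0.05. The smallest p-values, none of which passed, were those of probe_610 (log2 −0.46, SE 0.11), Arc (0.59), Ikbke (−0.38), Mag (0.16) and probe_652 (−0.47), each at an adjusted p of 0.35, and Ttr (0.62, SE 0.21) did not pass either. The neuron and synapse list lay above the other genes (camera adjusted p = 0.00398, adjusted p = 0.66 with an estimated correlation). In simulated data an effect of 2-fold on 1 day was recovered for 81.3% of genes by this mean and for 96.4% by the contrast of day 7.

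Injury was also read from CR2-Crry TBI against sham. On day 3 Tgm1 was 70.6-fold higher (SE 0.27, n = 3 per group, adjusted p = 8.89e-13), Hmox1 31.4-fold and Ccl2 19.8-fold. On day 7 Cxcl10 was 16.0-fold, Mmp12 15.1-fold, Serpina3n 11.6-fold and C4a 8.09-fold higher, and on day 28 Serpina3n was 13.5-fold, Steap4 9.73-fold, C4a 6.53-fold and Itgax 5.74-fold higher. Arc (log2 −1.79, −1.81 and −2.43 on days 3, 7, and 28), Bdnf (−1.37, −1.25 and −1.16) and Homer1 (−0.77, −0.83 and −0.74) were lower. All 9 complement genes were higher on each day (camera adjusted p = 0.00171, 6.71e-05 and 4.05e-05, adjusted p = 0.37, 0.385 and 0.428 with an estimated correlation), and neuron and synapse genes held 19, 17 and 18 lower of 29 with 0, 1 and 1 higher (5.07e-14, 2.04e-11 and 1.76e-12, adjusted p = 0.0735, 0.151 and 0.112 with an estimated correlation). With median-centred samples 8, 9 and 8 complement genes were higher and 28, 29 and 25 neuron and synapse genes lower.

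In CR2-Crry TBI, 480 genes differed from sham on day 3 (392 higher, 88 lower), 431 on day 7 (355 and 76) and 404 on day 28 (328 and 76), against 181 and 393, 172 and 385, and 172 and 295 once centring moved every change by −0.65, −0.56 and −0.33. With PBS TBI they shared 366 higher and 79 lower genes on day 3, 347 and 60 on day 7, and 295 and 54 on day 28. Independent lists would share 202.4 and 11.7, 203.4 and 7.2, and 145.8 and 6.2. Simulated unchanged groups shared at most 0 in 100 rounds, but with no changed genes almost none could be called there. The shared sham samples may again account for part of the excess, which that simulation cannot measure. St3gal6 was still called in CR2-Crry TBI on all 3 days on the authors' scaling, and when centred it was called lower on days 3 and 7 but not on day 28 (adjusted p = 0.107), and Lrrc3 was not called on day 28 (log2 0.18, adjusted p = 0.0795). Their other calls in CR2-Crry TBI were each lost without at least 1 of the samples.

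Whether the effect of CR2-Crry differed between days was tested directly. Limma called 0 genes between days 3 and 7, 7 and 28, and 3 and 28, with 124, 144 and 25 at an unadjusted p under 0.05. From day 3 to day 7 the effect moved by −0.70 for C3ar1, −0.59 for C4a and −0.89 for Msr1 (adjusted p = 0.187 for each). From day 7 to day 28 it moved by 1.10 for Msr1, 0.81 for Hmox1 and 0.76 for Vim (adjusted p = 0.114 for each), by 0.53 for C4a (adjusted p = 0.153) and by 1.86 for Steap4 (adjusted p = 0.126). In this fit the difference between the effect on day 7 and that on the other days was thus not shown for any single gene. Some of the other settings given below did call genes for it. In simulated data the test between days 3 and 7 recovered 67.3% of genes changed 1.5-fold and 89.1% of those changed 2-fold.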

Values the study reported

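The study quantified 757 genes with the panel and normalized them to 11 housekeeping genes. It described 18 consistently downregulated genes after injury and 87 genes that stayed upregulated on day 7 but whose expression was reduced by complement inhibition.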

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

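The tests below were chosen after the patterns were seen, but none after the value it measures was seen.

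The results below stood out because the change of the CR2-Crry effect between days differed between a gene list and the other genes, although limma called 0 single genes in any of these 3 tests (124, 144 and 25 at an unadjusted p under 0.05). From day 3 to day 7 this change lay below that of the other genes for complement genes (median log2 −0.44, camera adjusted p = 0.0416, 4 of 9 lower adjusted over the list alone) and lysosome and phagocytosis genes (−0.31, adjusted p = 0.0416), and above it for neuron and synapse genes, which themselves hardly moved (0.03, median of all genes −0.136, adjusted p = 0.000382). From day 7 to day 28 it lay above that of the other genes for complement genes (0.40, adjusted p = 0.00652, 4 higher adjusted over the list alone), disease-associated microglia (0.42, adjusted p = 0.0259), pan-reactive astrocyte genes (0.70, adjusted p = 0.00652, 6 higher), the interferon response (0.39, adjusted p = 0.0133, 1 higher), antigen presentation (0.40, adjusted p = 0.0213, 1 higher) and lysosome genes (0.42, adjusted p = 0.00235, 10 higher). Over the same days it lay below that of the other genes for neuron and synapse genes (−0.09, median of all genes 0.103, adjusted p = 1.96e-09) and oligodendrocyte genes (−0.02, adjusted p = 0.0485). From day 3 to day 28 it lay above that of the other genes for pan-reactive astrocyte (0.20, adjusted p = 0.0325), A2 astrocyte (0.09, adjusted p = 0.0499) and cytokine and chemokine genes (0.16, adjusted p = 0.000578), and below it for neuron and synapse (−0.08, adjusted p = 0.00128) and chromatin genes (−0.06, adjusted p = 0.0499). With an estimated correlation none of these lists passed, with an adjusted p of 0.647 from day 3 to day 7, from 0.275 to 0.626 from day 7 to day 28, and from 0.452 to 0.841 from day 3 to day 28.

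Chance cannot be excluded for these lists: from day 3 to day 7 there were 3 called lists and at most 9 in other splits of the samples (34 of 100 splits gave as many), from day 7 to day 28 there were 8 and at most 11 (15 of 100), and from day 3 to day 28 there were 5 and at most 11 (14 of 100). For single genes the real counts were 0 and other splits gave at most 32, 153 and 6, which says nothing about chance, since each of the 100 splits gives at least 0. Why a split called 153 genes where the real one called 0 was not tested. A split can keep the labels of day 7 and mix those of day 28, so the treatment difference of day 7 may feed such counts.

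On day 7, injury genes had lower values in CR2-Crry than in PBS TBI, with 55 genes called and at most 2 in other splits, and 8 lists and at most 7; 10 splits are too few for a share under 0.05. If the CR2-Crry hemispheres held a smaller share of injured tissue, all injury genes would keep the same fraction of their excess over sham. Of 183 genes called over 2-fold higher than sham on day 3, 8.7% had a 95% interval that left out the common ratio of 0.648. This explanation thus goes with most of them, but wide intervals (median SE of the ratio 0.11) would let most genes pass. Some genes also fall outside 95% intervals by chance. Of those outside, 12 kept less, among them Timp1 (0.362), Ifitm2 (0.374), C5ar1 (0.445) and Ifi30 (0.477). Another 4 kept more: P2ry12 (1.001), Lig1 (0.927), Lag3 (0.864) and Gpr34 (0.857). All were singled out after their values were seen. An even effect of complement inhibition on injury genes predicts the same ratio, so a smaller lesion, a smaller share of it in the tissue and a damped response cannot be told apart here. The authors' scaling cannot be told apart either: of 53 lower calls, 23 remained with median-centred samples, and all 53 stayed below 0 while their median went from −0.514 to −0.346. It could account for part of the size of the decrease in these 53 genes. Their sign does not decide the question, since they were picked as decreases and centring moved each change by only 0.17.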

How the results depend on the processing

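Limma voom was chosen after the data were seen; the other settings were chosen before. With groups of 3, counts of calls move with single samples, the cause of each change below was not tested unless stated, and depth limits genes near a value of 20.

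With the test without moderation (Welch), 229 genes were called for injury on day 28, 1 between days 3 and 7, 131 between days 7 and 28, 114 between days 3 and 28, 0 for treatment on day 7, 172 for treated injury on day 28 and 182 on all 3 days. Adjusting only over genes with p below 0.05 called by construction 27 for treatment on day 3, 211 on day 7 and 15 on day 28. With only the groups of the contrast in the fit, treatment called 1 on day 3 and 84 on day 7, and its effect from day 3 to day 7 called 21. For treatment on day 7 there were 20 calls without trend, 141 with arrayWeights, 87 median-centred and 85 with voom; arrayWeights also called 2 and 78 for the effect from day 3 to day 7 and day 7 to day 28. The settings log2 plus 20, no filter and a mean of at least 50 kept all counts within 1.5 times.

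Of lists called, camera with an estimated correlation kept 0 for injury on days 3, 7, and 28, for treatment, for treated injury and for effects between days, 2 between days 3 and 7 and 0 between the other days. Fry called 21, 22 and 20 for injury, 18 and 19 between days 7 and 28 and days 3 and 28, 18, 0 and 0 for treatment on day 7, day 28 and averaged, 21, 20 and 20 for treated injury, and 0 for the effects from day 3 to days 7 and 28. Median-centred samples gave 6 for the treatment mean, 11 and 12 for treated injury on days 7 and 28, and 9 and 2 for the effects from day 3 to days 7 and 28.

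Leaving out 1 replicate at a time gave 454 to 467, 448 to 489 and 333 to 362 genes for injury on days 3, 7, and 28, 284 to 329 on all 3 days, 123 to 173, 282 to 318 and 266 to 295 between days 3 and 7, 7 and 28, and 3 and 28, and 449 to 469, 399 to 418 and 333 to 372 for treated injury. Between days 3 and 7 the 123 came without PBS TBI day 7 replicate 2. Treatment gave 0 to 0 on days 3 and 28 and 0 to 86 on day 7: 8, 1 and 86 without PBS TBI replicates 1, 2 and 3, and 4, 0 and 6 without CR2-Crry replicates 1, 2 and 3. The treatment mean gave 0 to 2 (2 without PBS TBI day 7 replicate 3, 1 without CR2-Crry day 3 replicate 3). Effects gave 0 to 0 from day 3 to days 7 and 28, and 0 to 79 from day 7 to day 28 (3 without PBS TBI day 7 replicate 3, 27 without PBS TBI day 28 replicate 2, 79 without CR2-Crry day 28 replicate 2).

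Lists called without 1 replicate were 10 to 12, 8 to 8 and 8 to 8 for injury, 7 to 8, 8 to 9 and 8 to 8 between days, and 9 to 12, 7 to 8 and 7 to 9 for treated injury. Treatment gave 0 to 2 on day 3 (2 and 1 without PBS TBI replicates 1 and 3), 4 to 8 on day 7 (4 without PBS TBI replicate 1, 5 without CR2-Crry replicate 2) and 0 to 7 on day 28 (0 without PBS TBI replicate 1 or CR2-Crry replicates 1 or 3, 1 and 5 without PBS TBI replicates 3 and 2, 7 without CR2-Crry replicate 2). The treatment mean gave 0 to 7: 0 without PBS TBI day 7 replicate 1, CR2-Crry day 7 replicate 1 or day 28 replicate 2, 2 without PBS TBI day 28 replicate 3 or CR2-Crry day 3 replicates 1 or 2, 3 without PBS TBI day 3 replicate 1, 6 without CR2-Crry day 7 or day 28 replicate 3, and 7 without PBS TBI day 7 replicate 2 or day 28 replicate 1. The effect from day 3 to day 7 gave 0 to 7: 0 without CR2-Crry day 7 replicate 1, 1 without PBS TBI day 3 or day 7 replicate 1, CR2-Crry day 3 replicate 1 or day 7 replicate 2, 5 without PBS TBI day 7 replicate 2, 6 without CR2-Crry day 7 replicate 3, and 7 without PBS TBI day 3 replicate 2. From day 7 to day 28 it gave 4 to 11 (4 without CR2-Crry day 28 replicate 3). From day 3 to day 28 it gave 1 to 9: 1 and 9 without CR2-Crry day 28 replicates 1 and 2, 2 without PBS TBI day 3 replicate 2, PBS TBI day 28 replicate 3, CR2-Crry day 3 replicate 2 or day 28 replicate 3, and 3 without PBS TBI day 3 replicate 3, PBS TBI day 28 replicate 1 or CR2-Crry day 3 replicate 1.

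Outside the fits that left out a replicate, named genes gave 10635 values. Of these, 9883 kept their direction and side of the threshold, 407 were weaker, 244 stronger, 68 moved and 33 reversed. Fits that left out a replicate were counted apart and varied by contrast. For treatment on day 7 they kept 516 of 660 values, with 120 weaker, 15 stronger and 9 moved. For injury on day 3 they kept 620 of 630, with 10 weaker. The 33 reversed values all came with median-centred samples, by construction of that shift. These became, for injury on day 3, Apoe −0.069, Lrrc3 −0.341, St3gal6 −0.371, Cnp −0.054, Enpp6 −0.062 and Kdm4d −0.028; on day 7, Lrrc3 −0.345, St3gal6 −0.36, Slc1a3 −0.144, Tie1 −0.095, Cldn5 −0.105, Icam2 −0.395, Hdac1 −0.096, Kdm4d −0.242 and Kat2b −0.264; on day 28, Lrrc3 −0.125, St3gal6 −0.056, Slc1a3 −0.031, Gjb1 −0.043 and Hdac1 −0.001. Between days 7 and 28 they became Lrrc3 0.219, St3gal6 0.303, Aldh1l1 0.059, Hdac1 0.095 and Kdm4a 0.139, and between days 3 and 28 C4a 0.259 and Lrrc3 0.216. For treated injury they became Itgax −0.164, Lrrc3 −0.446 and St3gal6 −0.488 on day 3, Lrrc3 −0.291 and St3gal6 −0.387 on day 7, and St3gal6 −0.13 on day 28.

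Samples of different groups share only a replicate number. With the replicate block, treatment on day 7 called 20 genes, and 1 list call changed (oligodendrocyte, effect from day 3 to day 7, adjusted p = 0.0464); it changed no other call of a list and moved no other count by over 1.5 times. In 63 pairs of the same number the correlation was over 0.1 in 11, with a median of −0.003 and a range from −0.405 to 0.229 (0.007 for other numbers), and 5 of 21 samples lay closest to their own number.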

Other observations

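The test of a response that varies between animals, both tests for the share of higher genes and the verdict on the scaling there were chosen after the result was seen; the other tests were chosen before the value they measure was seen.

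Oligodendrocyte genes were not described by name above. Enpp6, a marker of newly forming oligodendrocytes, was higher than sham in PBS TBI on day 7 (log2 1.46, SE 0.14, n = 3 per group), as were Plxnb3 (0.81) and Sox4 (0.76), while Lingo1, an inhibitor of myelination, was lower (−0.66). Centring samples moved every change of that day by −0.73, which takes up nearly all of the rise of Plxnb3 and Sox4. Enpp6 stood at 0.54 on day 3, which turned below 0 with median-centred samples (−0.062). Ttr varied between the PBS TBI samples of day 7 (1056, 308 and 1547 normalized counts) more than between the CR2-Crry samples of that day (2084 to 2431).

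Lcn2 was 35.3-fold higher in sham replicate 3 than in the other sham samples (log2 excess 5.14), and 8 genes had an excess over 1, among them Cd14 (1.91), Osmr (1.48), Casp4 (1.37) and Lrg1 (1.26). RNA of injured tissue in this sample is argued against, since 276 genes higher on all 3 days had a median excess of 0.037 where their median change on day 3 was 1.201. Lcn2, Steap4 and probe_76 were left out of that set. Its genes were called above a sham group that holds this sample, so genes raised in it were less likely to enter the set. The authors' scaling is argued against by a median excess of 0.029 over all tested genes. A response that varies between animals stays open: within the 18 injured samples, deviations of Lcn2 and Steap4 from their group means went together (Spearman rho 0.75, permutation p = 0.012). The 12 genes closest to Lcn2 there were mixed in sham replicate 3, and none had an excess over 0.86. Raised were Steap4 (0.86), probe_159 (0.80), Fcgr3 (0.77), Timp1 (0.74), Serpina3n (0.61), Ctss (0.40), Tnfrsf1a (0.33) and C4a (0.33). Serping1 (r 0.922), S1pr3 (0.817), Apoe (0.815) and probe_76 (0.805) were not, at −0.10, −0.01, −0.09 and −0.27. All were singled out after their values were seen. What raised Lcn2 in this sample was not found, and the age of the sham mice, which rose with the replicate number, was not tested.

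Most genes called after injury were higher than in sham (79.6% on day 3), and 33.6% with median-centred samples. Background counts scaled up in genes of low abundance were tested by abundance class. On days 3 and 7 genes with a mean under 50 had a median change of 0.207 and 0.427. These lay below the 0.675 and 0.671 of genes between 100 and 300, which argues against this explanation for the lowest class. It does not on day 28 (0.404 and 0.383), when genes under 50 made up 29 of 329 higher calls. Genes between 50 and 100, which the test left out, had the highest medians (0.821, 0.784 and 0.524 on days 3, 7, and 28). In counts recovered from the steps, genes under 50 changed by −0.129 on day 3, so scaling could account for the rise of that class. A part for low counts is thus not excluded. The authors' scaling cannot be told apart: genes with a mean of at least 1000 had a median change of 0.04, which met the bound set against this explanation, but that bound was wrong, since scaling to housekeeping genes could itself hold abundant genes near 0 and the split turns with median-centred samples. More RNA from glia and infiltrating cells per neuron stays open as a biological explanation and was not tested.

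Other splits of the samples were counted for the other comparisons. For injury on days 3, 7, and 28 the called genes were 480, 494 and 389 and at most 0, 0 and 1 in other splits, and the called lists 12, 8 and 8 and at most 9, 10 and 8. Between days 3 and 7, 7 and 28, and 3 and 28 they were 186, 334 and 332 genes and at most 0 in each, and 8 lists in each and at most 9, 9 and 8. For treatment on days 3 and 28 they were 0 and 0 genes and at most 0 and 45, and 0 and 2 lists and at most 4 and 7. There 27 and 15 genes had an unadjusted limma p under 0.05, below what chance gives on average, and the 45 of another split point to a structure of the samples. For treated injury they were 480, 431 and 404 genes and at most 0, 0 and 6, and 11, 7 and 7 lists and at most 9, 9 and 7. For all of these, 10 splits are too few for a share under 0.05. For the treatment mean the 0 called genes say nothing about chance, and the cause of the 137 in another split was not tested. For its 1 called list and at most 10 in other splits chance cannot be excluded (67 of 100 gave as many). For genes called on all 3 days there were 322 and at most 314 in other splits (1 of 100 gave as many). The 314 came from the draw that kept all 3 sham samples together, and the other draws gave at most 21. Chance is thus an unlikely source of the difference between injured and sham samples, but these splits cannot test whether it lasted over the days.

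By the test without moderation, adjusted over all tested genes, 18 genes were lower and 164 higher than sham on all 3 days, and by the same test, adjusted only over genes with a p under 0.05, 114 genes were lower in CR2-Crry than in PBS TBI on day 7, of which 87 were higher than sham in both groups.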
